A study of Drosophila melanogaster with 7 samples. Its data were reported in "A genome-wide analysis reveals that the Drosophila transcription factor Lola promotes axon growth in part by suppressing expression of the actin nucleation factor Spire" (2011).

How the data were processed

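RNA from Drosophila melanogaster embryos was compared on 7 spotted cDNA arrays with 2 colours, printed with clones of the Drosophila Gene Collection. On each array, total RNA from embryos homozygous for lola-ORE76, a null allele with a premature stop codon in the part shared by all Lola isoforms, was set against RNA from control embryos that carried the same GAL4 driver and the same green fluorescent reporter. Lola is a BTB zinc-finger transcription factor needed for axon growth and guidance. Embryos were aged from 10 to 12 hours and sorted by fluorescence, each RNA sample came from about 300 embryos, and the mutant and control samples of a pair were collected at the same time. The mutant RNA carried Cy5 on arrays 1, 3 and 6 and Cy3 on arrays 2, 4, 5 and 7. The labels call the 7 pairs independently collected biological replicates, so the array is the replicate, and the number of arrays limits the precision.

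The authors extracted spot intensities with GenePix, applied no background correction, normalised within each array by print-tip loess and between arrays by scale in limma (version not given in the sources used here), and deposited log2 ratios, 1 column per array. The table held 10376 features with 0 missing values, so the alternative that allowed missing values had nothing to change and was not run. Spot intensities and background were not used here, so dim spots could not be told from bright ones. Column medians as deposited ran from -0.0194 to 0.0187 and median absolute deviations from 0.157 to 0.175. Before the tests, 149 control spots were left out, 117 of plant sequences and 32 of fly genomic DNA, which left 10227 features.

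The deposited columns had already been turned to 1 direction: 62 of 70 features with a mean absolute log2 ratio over 1 had the same sign on both dye orientations. The plan fixed before the data were examined was to use such values as they stood. The table does not state which RNA was the numerator, and every sign was turned after it was compared with the study's own table of genes measured by quantitative RT-PCR. Of 15 clones in that table, 14 were among the feature IDs, and all 14 had the sign opposite to the array fold change printed there. Positive values there mean more RNA in the mutant. These fold changes come from the same arrays and are not a separate assay. The quantitative RT-PCR values beside them are a separate assay. For spir, NLaz, gb, chrb and wal, the genes that passed in it, these values have the sign of the printed array values. The same holds for CenG1A and Bka, which did not pass. The signs differ for by, KrT95D and mTor, which did not pass either. The 14 clones include GH12581, which the study prints for NLaz and the platform for Idgf2. The array value printed there is that of RE67583, a clone of NLaz, so the platform's annotation was kept. RE67583 has the opposite sign as deposited too. The study also describes copia as increased and more features as higher than lower in the mutant, which holds for the turned values only. The table itself does not state the direction mutant over control, which is likely on these grounds. A reading by limma's usual convention of Cy5 over Cy3 on arrays 1, 3 and 6 would give the opposite sign everywhere: the columns of the other 4 arrays held over 6 digits in at least 98.9% of values, against 0% on these 3, and so look like the ones whose sign was changed.

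The platform table paired 8598 tested features with 1 gene symbol, 517 with several and 1112 with none. Of the 8598, 8454 were found by gene ID in a RefSeq table of Drosophila genes (Release 6 plus ISO1 MT), which gave current symbols and gene order, and 144 kept the platform symbol. No coordinates are printed, because no genome build was given for the clones. The study's list of clones assigned 35 features to a retrotransposon alone, 7 to a retrotransposon together with a gene, and 13 to several or chimeric sequences. Elements whose name is a number are written with the prefix Dm. That list holds clones chosen on these arrays, so it cannot show which elements stayed level. These 55 clones were left out of gene naming, gene averages and gene lists, a choice made after first results were seen, which left 8579 features for 7585 genes, 912 of them with more than 1 feature. The 3 clones of chrb have no gene in the platform table and were named from the study's table.

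The log2 ratios were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 at default settings, as in the study's methods, with a two-sided moderated test of the mean of 7 arrays against 0. Benjamini-Hochberg adjustment ran over all 10227 features, with a threshold of 0.05 and no minimum fold. An adjusted p below is from this fit unless another test is named. A gene counted as risen or fallen when at least 1 of its features passed in that direction and none in the other. Gene lists fixed before the data were examined were tested on gene-averaged ratios with camera (preset correlation 0.01, two-sided, adjusted over the 28 lists), beside camera with an estimated correlation and fry, which tests a list against no change. Several lists hold genes that the study had singled out on these same arrays. Where such genes pass, the counts and shifts of a list are not independent evidence. A second fit had a dye term beside the genotype term. Fisher's exact test, two-sided, compared the share of called genes on the second chromosome, and within 5 Mb of lola, with the rest.

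Genes named in the text followed a rule set before the data were examined: every lola feature; the 10 genes that the study measured by quantitative RT-PCR; among features with 1 gene, an adjusted p under 0.05 and the same sign on all 7 arrays, the 10 largest rises and the 10 largest falls; up to 4 members of each list with the smallest p; and retrotransposon features summarised per element. Alternatives set beforehand were the dye term, centring, scaling, array weights, a robust prior, gene averages, each dye orientation alone, the sign as deposited, a minimum fold of 1.1, each array left out, other window sizes around lola and other tests of the lists. Keeping the control spots, leaving out replicates 1 and 3 together, and keeping the 55 clones under their platform gene were added after the data were seen.

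The scripts were tested on simulated data for the comparison over 7 arrays, with 200 of 10227 features changed. They recovered 20% of the 50 features changed by 0.25 on the log2 scale, 88% of those changed by 0.5, and 100% of those changed by 1 and by 2, with 8 false calls among 162. In the step on 7585 genes, the 1 list moved by 0.3 was the 1 list that passed. The simulated genes varied independently, whereas the real list that was moved, muscle, had an estimated correlation of 0.374. The shift of 0.3 was also larger than the mean of any real list. This step therefore does not test the calls of camera with the preset correlation. With a simulated dye effect of 0.5 on 200 features and no genotype effect, the dye term called 177 of them and the genotype term 0. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.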

Results

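The question was which transcripts change in level in embryos of 10 to 12 hours that lack zygotic lola function, at a time when axons are growing. The study states that the embryo also holds much Lola from the mother, and that this may make the changes measured smaller. The data were 10227 cDNA features, each with 1 ratio of lola mutant over control embryos on each of 7 arrays from 7 independently collected pairs of RNA. All signs below are mutant over control, the likely direction, and the deposited values carry the opposite sign. The study prints fold changes from these same arrays in its table of quantitative RT-PCR genes. To match those array values, 14 of 14 clones that could be compared had to be turned.

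The lola gene itself was represented by 4 features, and 2 of them rose. Clone GM09276 had a mean log2 ratio of 0.65 ± 0.35 (SD, n = 7; adjusted p = 0.00944) and clone GH08307 one of 0.34 ± 0.15 (adjusted p = 0.0136). The other 2, LD28033 at 0.10 ± 0.22 and LD17006 at 0.01 ± 0.16, did not pass (adjusted p = 0.545 and 0.967). Without array 2, or with a minimum fold of 1.1, 1 of the 4 features passed. GH08307 was the one that lost its call without array 2. The allele is a premature stop codon, which removes the protein made from the embryo's own gene but need not lower the RNA, so these values are no check of the labels.

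Many transcripts differed by small amounts in both directions between lola mutant and control embryos. In all, 625 features passed, 6.11% of those tested, with 367 higher and 258 lower in the mutant. The study could not exclude that modifier loci on the lola chromosome caused some of the changes. Their median fold was 1.32 and the smallest 1.14, and 45 changed at least 2-fold, 27 up and 18 down. In terms of genes, 458 of 7585 were called, 266 risen and 192 fallen, with 0 called both ways. The larger number of higher features was not kept with array weights (986 higher, 1071 lower), with the 4 arrays in Cy3 alone (1234 and 1267) or without arrays 1 and 3 (429 and 464). All 7 arrays had the sign of the mean for 537 of the 625 features. The count fell to 246, 277 and 288 without array 2, 4 or 5, and the 3 arrays with mutant RNA in Cy5 gave 0 calls in limma on their own, with 1751 features at an unadjusted p under 0.05.

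**Figure D1:**
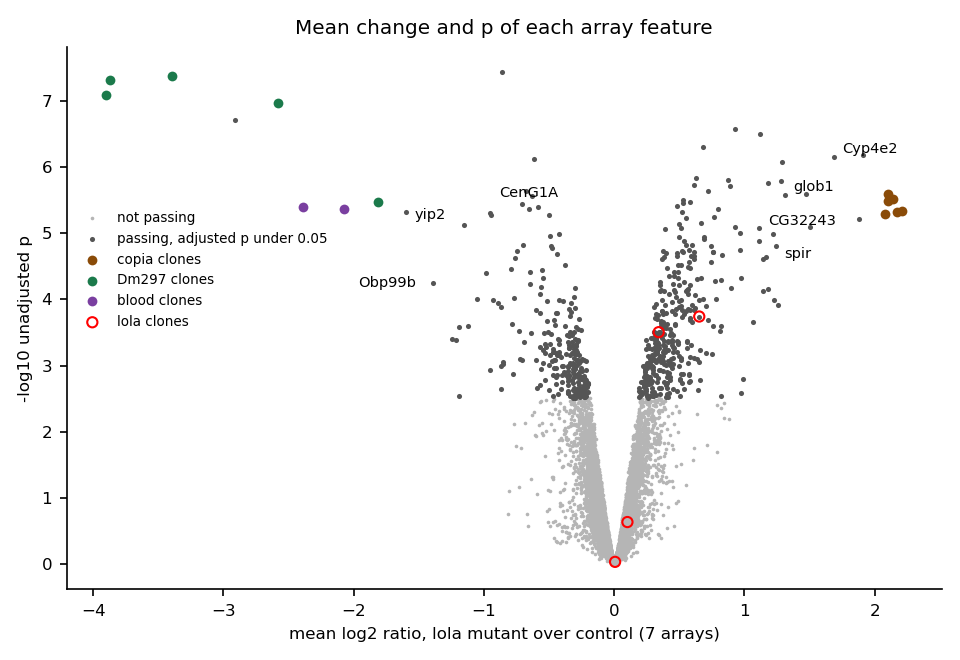
Mean log2 ratio of lola mutant over control (x axis, 7 arrays) against the negative log10 of the unadjusted p from limma (y axis) for each of 10227 features, with the 625 that passed in dark grey and clones of copia, Dm297, blood and lola in colour. The 6 copia clones sit together at the far right, from 2.08 to 2.21, and the 5 clones of Dm297 lie between -3.90 and -1.82.

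The genes with the largest rises differed widely in function. CG32243 rose most, with a log2 ratio of 1.88 ± 0.70 (SD, n = 7; adjusted p = 0.00125), followed by the cytochrome P450 gene Cyp4e2 at 1.69 ± 0.48 (adjusted p = 0.000598) and blanks, which encodes a double-stranded RNA binding protein, at 1.51 ± 0.58. Then came CG1620 at 1.47, the globin gene glob1 at 1.31, the odorant binding protein gene Obp56a at 1.28, spir at 1.24, Vha36-2 at 1.23, CG30403 at 1.22 and Cyp310a1 at 1.18, with SDs from 0.39 to 0.64. Vha36-2, a subunit of the vacuolar proton pump, reached 2.57 on array 6 and at most 1.25 on the others. The largest falls were those of yip2, a thiolase gene, at -1.60 ± 0.57 (adjusted p = 0.00115), Obp99b at -1.39 ± 0.67, phu at -1.22 ± 0.76, CG4440 at -1.20 ± 0.71, and jhamt, the juvenile hormone acid methyltransferase gene, at -1.13 ± 0.66. GstE1 at -1.06, CG18661 at -0.98, CenG1A at -0.95, Trp1 at -0.94 and ChLD3 at -0.93 completed the 10. Without array 2, phu no longer passed (adjusted p = 0.0598), and none of the other 19 lost its call when any single array was left out.

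**Figure D2:**
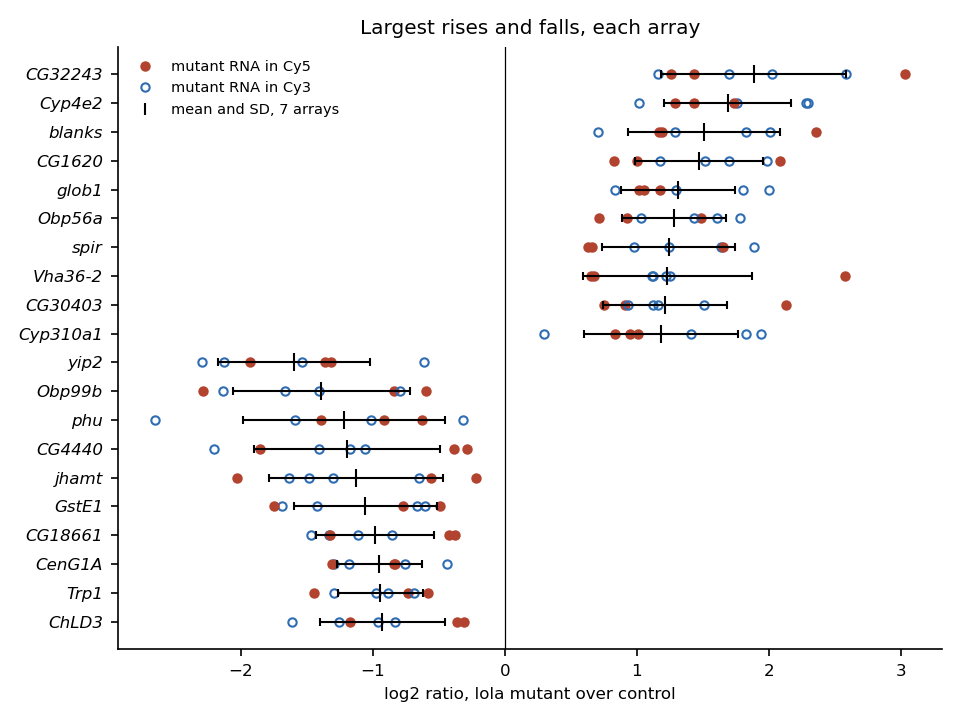
Log2 ratio of lola mutant over control (x axis) on each array for the genes with the 10 largest rises and 10 largest falls, with mutant RNA in Cy5 as filled points and in Cy3 as open points; the black marks give the mean and SD of 7 arrays. All 7 points of each gene lie on the same side of 0 because the genes were chosen by that condition.

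Retrotransposons had the largest changes on the arrays and went both ways. All 6 clones of copia rose, by a mean log2 ratio of 2.14 ± 0.75 (SD over 7 arrays), which is 4.39-fold, and the clones differed little from each other, from 2.08 to 2.21. The 5 clones of Dm297 fell by 3.11 on the log2 scale, an 8.64-fold change, with clones from -3.90 to -1.82, and 2 clones of blood had a mean of -2.23 ± 0.78. Copia ranged from 0.98 on array 7 to 3.32 on array 4. Among the other elements, opus (1.06), Stalker2 (0.90), Stalker (0.82), Max-element (0.47), Dm17.6 (0.42) and mdg3 (0.28) rose. The F-element (-1.25), TART-A (-0.64), Tirant (-0.55), the 8 clones of roo (-0.49), Dm412 (-0.47) and Rt1b (-0.40) fell. Clones that hold an element together with a gene moved too: Dm297 at -1.84, HMS-Beagle at -0.65, blood at -0.49, Dm412 at -0.43 and 3S18 at 0.44. All 42 such features passed, the largest adjusted p being 0.0357, but the assignment comes from a list of clones selected on these arrays, so the count is not independent evidence; with a minimum fold of 1.1, 27 passed.

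The genes that the study took on to quantitative RT-PCR were also picked from these arrays. By that assay the study found changes in spir, NLaz, gb, chrb and wal. It found none that passed in CenG1A, by, Bka, KrT95D and mTor, and the values of by, KrT95D and mTor were positive there. The values that follow are those of the arrays. The actin nucleator gene spir rose on both of its clones, by 1.24 ± 0.51 (SD, n = 7; adjusted p = 0.00218) and 0.97 ± 0.39 (adjusted p = 0.00237). The 3 clones of chrb, a growth inhibitor, rose by 0.59, 0.67 and 0.57, the 2 clones of wal, an electron transfer flavoprotein gene, by 0.46 and 0.44, and gb, a glutamate transporter gene, by 0.29. Both clones of Bka fell, at -0.52 and -0.47, as did mTor at -0.33. For 4 genes the clones differed. CenG1A, which encodes an Arf GTPase-activating protein, was at -0.95 ± 0.32 on GM01069 (adjusted p = 0.00116), but at -0.25 and 0.06 on its other clones (adjusted p = 0.11 and 0.938), and its average over clones did not pass (adjusted p = 0.0853). The tensin gene by was at -0.57 on SD01953 (adjusted p = 0.00879) and at -0.05 and -0.07 on the others (adjusted p = 0.895 and 0.796), and its average over clones did not pass (adjusted p = 0.299). NLaz, a lipocalin gene, was at -0.56 on RE67583 (adjusted p = 0.0262) and -0.18 on LP01657 (adjusted p = 0.254). KrT95D was at -0.76 on SD03976, a clone that also carries sequence of Dm297, and at 0.11 and -0.03 on its other clones (adjusted p = 0.498 and 0.887).

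Changed genes of axons and the cytoskeleton included receptors, an actin nucleator and a kinesin. In the list for axon guidance and adhesion, 5 of 30 measured genes rose and 2 fell (adjusted over the list alone, 7 and 4). Dscam1, an immunoglobulin-type receptor gene, rose by 0.52 ± 0.13 and the netrin receptor gene fra by 0.42 ± 0.16, while sgl, an enzyme gene for proteoglycan synthesis, was at -0.48 ± 0.14 and NLaz at -0.56. The list as a whole did not shift against other genes (camera adjusted p = 0.256). Apart from Ten-m, its passing genes are ones that the study singled out on these arrays. Of 33 actin regulators, 2 rose and 0 fell (adjusted over the list alone, 2 and 1): spir and Moe, the moesin gene, at 0.38 ± 0.19 (camera adjusted p = 0.324). The list mean was -0.11 on array 6 against 0.05 to 0.13 on the others. Of 29 genes for microtubules and motors, 3 rose and 1 fell (adjusted over the list alone, 4 and 1), namely stai at 0.50, Klp59C at 0.32, kat80 at 0.23 and nudC at -0.39. This list lay above other genes with a mean of 0.07 ± 0.06, positive on 6 of 7 arrays (camera adjusted p = 0.0364; adjusted p = 0.573 with an estimated correlation), a call that was also lost without array 1, 4 or 7 (camera adjusted p = 0.0611, 0.0752 and 0.102). Against no change, rather than against other genes, fry gave an adjusted p of 0.13. The passing genes of the actin and microtubule lists are all ones that the study singled out on these arrays. Their counts and the shift of the microtubule list are therefore not independent evidence.

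Neuroblast genes changed in both directions, and the 2 glial genes that passed both fell. Of 17 neuroblast and proneural genes, 3 rose and 2 fell, the same as adjusted over the list alone. The proneural gene ase was at 0.51 ± 0.24, and the transcription factor genes pros at 0.42, wor at 0.37 and sna at -0.30 (camera adjusted p = 0.525). Of 13 glial genes, 0 rose and 2 fell, likewise adjusted over the list alone: Gs2, a glutamine synthetase gene, at -0.57 ± 0.26 and the astrocyte gene alrm at -0.37 ± 0.24. The glial mean was -0.11 ± 0.08, negative on 7 of 7 arrays (camera adjusted p = 0.256). Of 25 neuronal differentiation genes, 2 rose and 1 fell, again the same adjusted over the list alone: Ggamma30A at 0.82 ± 0.68, Nplp1 at 0.29 and zfh2 at -0.24 (camera adjusted p = 0.667). Array 6 had a neuronal mean of -0.24, with the others from 0.00 to 0.12.

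Signalling, death and defence genes held several rises. In the Notch list 4 of 19 rose and 1 fell, also adjusted over the list alone, with O-fut1 at 0.43, bun at 0.39, Nak at 0.30 and Dap160 at -0.36 (camera adjusted p = 0.187). Of 18 genes of programmed cell death, 3 rose and 1 fell by both adjustments: scyl at 0.52, the reaper-family genes skl at 0.50 and grim at 0.35, and the caspase gene Dronc at -0.22. The list mean was 0.08 ± 0.04 and positive on 7 of 7 arrays (camera adjusted p = 0.197). Every gene that passed in the Notch and death lists was also singled out by the study on these arrays. The counts of these lists are therefore not independent evidence. Of 20 antimicrobial and immune genes, 4 rose and 0 fell (adjusted over the list alone, 4 and 1). They were the antifungal peptide gene Drs at 1.11 ± 0.44, its relative Drsl5 at 1.15 ± 0.57, spz, which encodes the Toll ligand, at 0.45, and PGRP-LE at 0.31 (camera adjusted p = 0.546).

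Metabolic and detoxification genes went both ways. Of 27 genes of glycolysis and central carbon metabolism, 7 rose and 1 fell (adjusted over the list alone, 7 and 5). Eno, the enolase gene, was at 0.75 ± 0.28, the malic enzyme genes Men-b at 0.61 ± 0.14 and Men at 0.45 ± 0.17, and the pyruvate carboxylase gene PCB at 0.50 ± 0.23. Their list mean was -0.42 on array 6 and from 0.03 to 0.22 on the others, and the list passed only without array 6 (camera adjusted p = 0.0216 against 0.256 with it). Among 77 glutathione transferase and cytochrome P450 genes, 5 rose and 5 fell (adjusted over the list alone, 9 and 6), with GstD3 at 0.89 ± 0.26 and Cyp49a1 at 0.54 ± 0.22 beside Cyp4e2, Cyp310a1 and GstE1 (camera adjusted p = 0.807). Of 20 oxidative stress genes, 2 rose and 2 fell (adjusted over the list alone, 4 and 5): MsrA at 0.60, Prx3 at 0.31, Gclm at -0.28 and Trx2 at -0.44 (camera adjusted p = 0.852). Of 15 odorant binding and chemosensory genes, Obp56a rose and Obp99b fell, and 13 did not pass (1 and 1 adjusted over the list alone; camera adjusted p = 0.807).

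Markers of other tissues were compared because the RNA came from whole embryos. Of 21 genes of haemocytes and basement membrane, 3 rose and 0 fell by both adjustments: the peroxidasin gene Pxn at 0.53 ± 0.12 and the prophenoloxidase genes PPO1 at 0.40 ± 0.19 and PPO2 at 0.26 ± 0.11, all made by blood cells. This list had a mean of 0.13 ± 0.14 (camera adjusted p = 0.00249; adjusted p = 0.573 with an estimated correlation; against no change, fry adjusted p = 0.13) and was at -0.17 on array 6 against 0.09 to 0.26 elsewhere. In the muscle list 1 of 26 rose, CBP at 0.37, in the cuticle list of 82 PPO1 rose and the pteridine enzyme gene Pu was at -0.79 ± 0.34, and in the tracheal list 1 of 20 rose, salr at 0.25 (adjusted over the list alone, 1 and 0, 1 and 1, and 0 and 0). Camera adjusted p was 0.349, 0.525 and 0.807 for these lists. Their means were far lower on array 6 than elsewhere, at -0.80, -0.87 and -0.68, against lowest values of -0.17, -0.37 and -0.06 on the others. Without array 6 the muscle list passed with a mean of 0.16 (camera adjusted p = 0.00232), and without array 3 the cuticle list passed with a mean of -0.18 (camera adjusted p = 0.0396). Of 37 genes of fat body, yolk and gut, 0 rose and 4 fell (adjusted over the list alone, 2 and 4). They were Idgf2 at -0.87 ± 0.45 (feature GH12581_dupe, with -0.72 on GH12581), the sterol transfer gene Npc2a at -0.85 ± 0.60, the perilipin gene Lsd-1 at -0.45 and lambdaTry at -0.36 (camera adjusted p = 0.714).

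**Figure D3:**
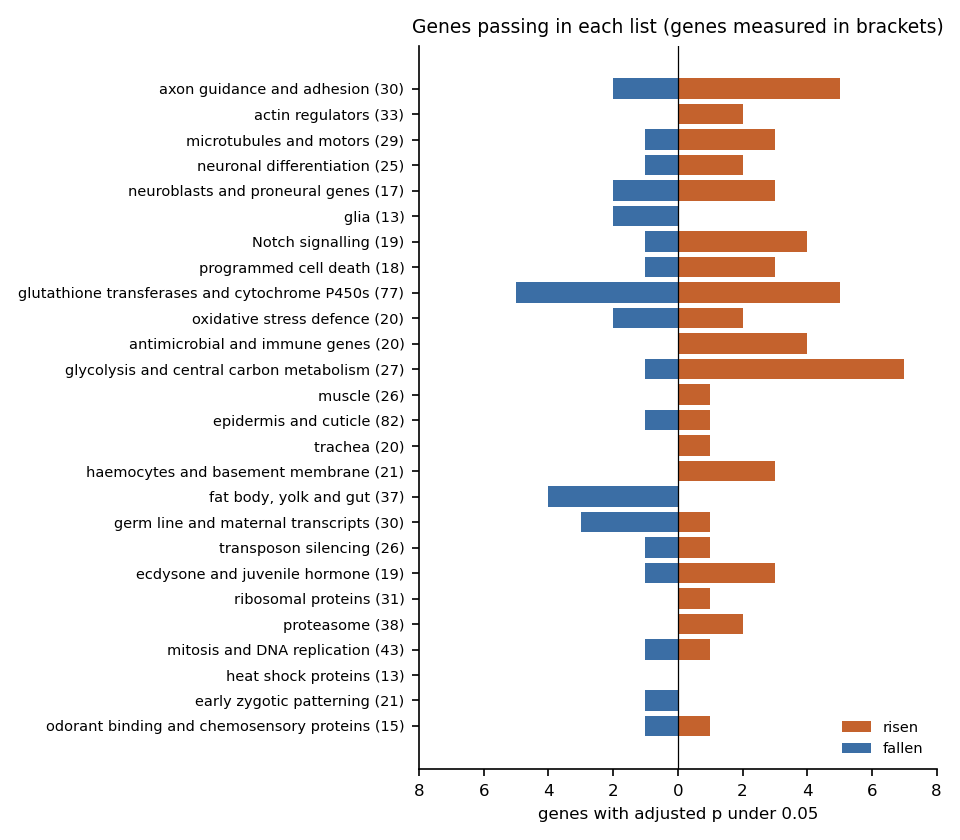
Number of genes with an adjusted p under 0.05 (x axis) in each gene list other than the 2 made of genes that the study chose (y axis, genes measured in brackets), with risen genes to the right and fallen genes to the left. Of the lists drawn, glycolysis and central carbon metabolism had the most risen genes, 7, and the glutathione transferase and cytochrome P450 list the most fallen ones, 5.

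**Figure D4:**
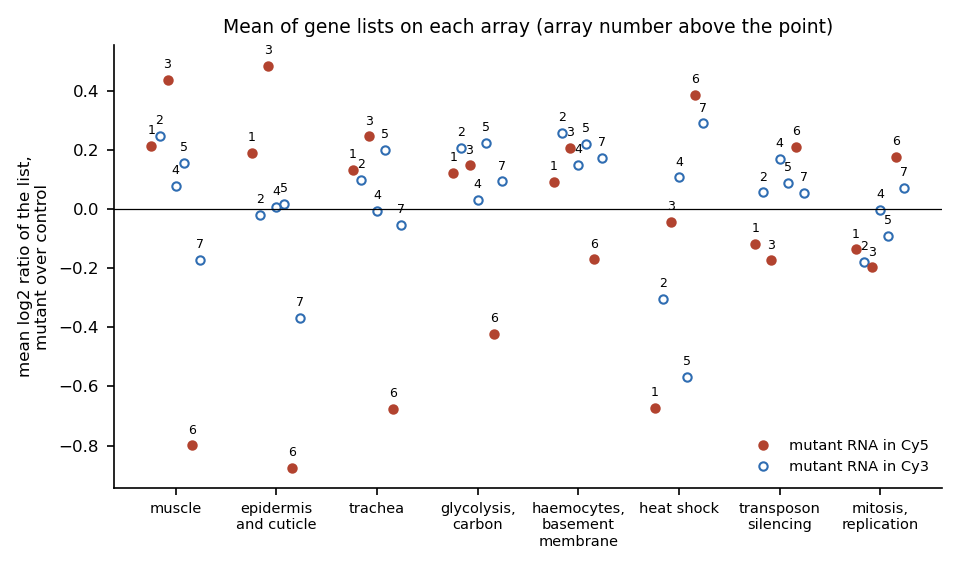
Mean log2 ratio of mutant over control (y axis) of 8 gene lists on each of the 7 arrays, with mutant RNA in Cy5 as filled and in Cy3 as open points and the array number above each. Array 6 holds the lowest point of the muscle, cuticle and tracheal lists and the highest of the mitosis list.

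Of 19 genes for ecdysone and juvenile hormone, 3 rose and 1 fell by both adjustments: br at 0.75 ± 0.49, MsrA, the receptor gene EcR at 0.36 ± 0.11, and jhamt (camera adjusted p = 0.179, and 0.0163 without array 6, where the mean was -0.29). Of 30 germ line and maternal genes, BicD rose by 0.43, and yps at -0.29, me31B at -0.28 and Pabp2 at -0.20 fell (adjusted over the list alone, 2 and 3; camera adjusted p = 0.852). Among 26 genes of transposon silencing, del was at 0.37 ± 0.24 and mod(mdg4) at -0.29 ± 0.13, and 24 did not pass (adjusted over the list alone, 3 and 2; camera adjusted p = 0.546). In the list of 43 genes for mitosis and DNA replication, the condensin gene Cap-D3 rose by 0.63 ± 0.14 and fzr was at -0.32 (camera adjusted p = 0.256, and 0.006 without array 6, with a mean of -0.09). RpS5b, at 0.77 ± 0.25, was the 1 ribosomal protein gene of 31 that passed, and Prosalpha1 at 0.59 and Prosalpha4 at 0.32 the 2 of 38 proteasome genes (camera adjusted p = 0.256 and 0.555). Of 21 early patterning genes, sna fell, and 0 of 13 heat shock genes passed in limma (camera adjusted p = 0.619 and 0.465). Adjusted over the list alone, the counts of these 5 lists from mitosis onward were the same.

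Of the 28 lists, 3 passed camera with the preset correlation, 0 with an estimated correlation and 1 with directional fry. The third was made of genes that the study singled out on these arrays, of which 23 of 34 rose and 11 fell (also adjusted over the list alone), among them par-6 at -0.50 (camera adjusted p = 0.000111; adjusted p = 0.18 with an estimated correlation; fry adjusted p = 0.00251). It is not independent evidence of a direction. Of 9 measured genes of the quantitative RT-PCR list, also chosen by the study on these arrays, 3 rose and 5 fell by both adjustments (camera adjusted p = 0.807). The mean lay above 0 and the median below 0 for the lists of axon guidance, neuronal differentiation, glutathione transferases, oxidative stress, immune genes, glycolysis and quantitative RT-PCR; camera pointed down for oxidative stress and quantitative RT-PCR, and up for trachea, where mean and median were below 0.

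Dye was compared because each gene can take up the dyes differently and the orientations were 4 against 3. With a dye term in the fit, that term passed for 1180 features, 477 with the sign of brighter Cy5 and 703 with that of brighter Cy3. Whether dye or a difference between the embryos of some pairs gave these signs stays open. The genotype term of that fit called 872 features, among them 621 of the 625 with the same sign. Across all features, which are not independent replicates, the means of the orientations had a correlation of 0.321. The dye count depended on single arrays, from 190 without array 1 to 2326 without array 6.

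The second chromosome carries lola, and in the mutant embryos it was recombined with the lola allele. On this chromosome 6.77% of 2956 genes were called, against 5.55% of 4501 elsewhere (odds ratio 1.23; Fisher's exact test, p = 0.0326). Within 5 Mb of lola it was 62 of 749 genes, or 8.28%, against 5.78% (odds ratio 1.47; Fisher's exact p = 0.00939). Fisher's test takes neighbouring genes as independent. When the calls were shifted along the gene order, 0.0828 of 10000 shifts gave as many called genes in this window. Short shifts were among them, whose windows overlapped the real one and held many of the same calls. This share can therefore not decide on chance placement, which stays open. Outside that window the chromosome had 6.25% against 5.55% on the others (Fisher's exact p = 0.266), and for risen genes alone 3.94% against 2.84% (Fisher's exact p = 0.0182). The call for the chromosome was lost with genes averaged (odds ratio 1.19, Fisher's exact p = 0.0996), and the one near lola with a window of 10 Mb (1.21, Fisher's exact p = 0.152), while a window of 2 Mb kept it (9.87% against 5.87%, Fisher's exact p = 0.0066).

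Counted apart, risen genes had odds ratios of 1.57 on the second chromosome and 1.84 near lola (Fisher's exact p = 0.000448 and 0.0007), and fallen genes 0.871 and 0.983 (Fisher's exact p = 0.371 and 1). Shifts of the calls along the gene order gave as many risen genes near lola in 0.068 of 10000. Short shifts that overlap the window count here too, so this share cannot decide on chance placement either. Among called genes, 65% were risen ones on the second chromosome against 51.2% elsewhere (Fisher's exact p = 0.00397). Near lola it was 69.4% against 55.4%, which did not pass (Fisher's exact p = 0.0522). By arm, 7.25% of genes were called on 2L, 6.33% on 2R, which holds lola, 6.02% on 3L, 5.38% on 3R, 4.87% on X and 14.3% on the small chromosome 4, where 1 gene had risen and 6 had fallen of 49. No arm differed from the rest after adjustment over 6 arms (smallest adjusted p = 0.118, Fisher's exact test).

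Clones of the same gene were compared by sign. All clones had the same sign for 68 of 77 called genes with several features, or 88.3% (exact binomial 95% interval 79 to 94.5%), against 696 of all 912 such genes, or 76.3% (73.4 to 79%). The 77 are part of the 912 and were selected by their p, and the difference itself was not tested.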

Values the study reported

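The study reported that 597 features passed at a false discovery rate of 5%, with significant changes as small as 1.14-fold. It counted 352 of these as higher and 245 as lower in the mutant. In its account, the 6 copia cDNAs changed by 4.2 to 4.6 fold, and the line of significance lay near an adjusted P of 0.0028.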

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

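The tests of sign patterns, of the control spots, of added dye effects on 5 arrays, of dye effects on a left-out array, and both tests of the late lists on array 6 and the mitosis list were chosen only after the result they weigh had been seen; the fit with a dye term was planned, and its use as a test of the calls came after.

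In 157 groups of 7 arrays, 1 array was called far from the others when its gap to the nearest one, as a share of the whole range, was above the 95% limit of Dixon's test, which chance alone passes in about 1 in 20 groups. Of these groups, 16 passed.

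Among genes, array 6 stood apart for Vha36-2 at 2.57, with the others from 0.66 to 1.25 (gap 0.69 of the range), and for Eno at 0.16, with the others from 0.68 to 0.95 (0.664). Array 7 stood apart for PPO2 at 0.02, with the others from 0.23 to 0.36 (0.61), and for chrb on clone GH09771 at -0.14, with the others from 0.56 to 0.99 (0.619). Array 4 stood apart for yps at -0.54, with the others from -0.33 to -0.19 (0.61), for scyl at 1.02, with the others from 0.28 to 0.59 (0.577), and for the mean of the genes that the study singled out, at 0.25, with the others from 0.12 to 0.17 (0.635). Array 2 stood apart for par-6 at -0.76, with the others from -0.49 to -0.44 (0.839), array 5 for CenG1A on clone RE07016 at 1.83, with the others from -0.57 to 0.08 (0.729), and array 1 for the retrotransposon Dm17.6 at -0.14, with the others from 0.36 to 0.68 (0.606).

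The other 6 were list means, all low on array 6. They were actin regulators at -0.11 (gap 0.678 of the range), neuronal differentiation at -0.24 (0.667), glycolysis and central carbon metabolism at -0.42 (0.703), trachea at -0.68 (0.674), haemocytes and basement membrane at -0.17 (0.612), and ecdysone and juvenile hormone at -0.29 (0.601). All come from the same arrays, so these are not 6 separate events. A mutant sample younger than its control would lower late tissues and raise dividing cells on the same array. Over the 7 arrays, the mean of the muscle, cuticle and tracheal lists ran against the mean of the mitosis list with a Pearson r of -0.926 (exact permutation p = 0.000794; Spearman rho -0.893, exact permutation p = 0.0123), and r was -0.745 without arrays 6 and 7, so a difference in age within some pairs may be the reason. The heat shock list was also highest on arrays 6 and 7, at 0.38 and 0.29, and lowest on arrays 1 and 5, at -0.67 and -0.57, and a difference in stress or handling was not tested and stays open. Dye alone would put arrays 1 and 3, which have the same orientation, beside array 6, but the late lists' mean was -0.783 on array 6 and 0.18 and 0.39 on arrays 1 and 3.

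Features that turn sign with the dye were the other large pattern. Among the 64 ways to give the 7 arrays a sign, 2 called at least as many features as mutant over control did with 625: that pattern itself and the dye orientation, with 789. The next patterns called 87 (arrays 1 and 3 against the rest) and 17, and 60 called 0, so a chance split is a poor account of the genotype calls. Beside a dye term, 621 of the 625 passed with the same sign. With dye orientations nearly balanced over the arrays, this could hardly come out otherwise, so it cannot decide whether dye gave the calls. In simulated data, a dye effect of 0.5 on 200 features, with no genotype effect, gave 0 genotype calls without a dye term. A dye effect of that size alone thus gave no such calls there, and other forms of dye bias were not tested.

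For the features with signs by dye, a dye bias of single features stays possible, and the control spots cannot decide it. The array medians of the plant control spots had a mean of -0.166 with mutant RNA in Cy5 and 0.139 with it in Cy3 (exact permutation p = 0.0286, the smallest that 7 arrays allow). For the fly genomic spots these means were -0.0786 and -0.234 (exact permutation p = 0.371). The difference between orientations was much the same for the plant sequences NAC1, RUBISCO, Cab and PRKase, at -0.318, -0.318, -0.303 and -0.276. A shift common to these spots does not measure a bias that differs between single features. Arrays 1 and 3 were also close to each other (r = 0.754 across features) and far from array 6 (r = 0.0525 and -0.0228), which has the same orientation, but arrays 1 and 3 set against the rest called 87 features, fewer than the 789, which goes against those 2 pairs as the whole answer. Without arrays 1 and 3, 0 features were called with signs by dye and 893 for genotype; when effects of the size seen on 7 arrays were added to 789 other features, 402 of these were called, and 58 at 0.5 of that size, so weaker effects would be missed. Of 2326 features with a dye effect over the 6 other arrays, 49.4% lay in the direction of the dye on array 6, against 70.4 to 100% for each other array left out in turn. Array 6 is a single array that stands apart in other ways, so dye and a difference between the embryos of some pairs both stay open.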

How the results depend on the processing

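In all, 3 alternatives (control spots kept, replicates 1 and 3 left out, and 55 clones kept under their platform gene) were added after the data were seen. No named feature or list that passed changed sign when values were kept as mutant over control, while some that did not pass did, such as the cuticle list (-0.08, and 0.05 without replicate 6). With the sign as deposited every value turns, giving 258 higher and 367 lower. Of 98 named features, 53 passed in each of 16 settings in which they were tested (gene averages hold 94 of the 98), leaving aside the minimum fold and the Cy5 arrays alone, where 50 and 0 passed. Centring, scaling, the robust prior and the control spots gave 621 to 646 features. The dye term gave 405 lower features, and array weights 2057 features (986 higher, 1071 lower). The 3 arrays with mutant RNA in Cy5 gave 0 features (0 higher, 0 lower, 0 of lola, 0 of retrotransposons) and 1 list, and the 4 in Cy3 gave 2501 (1234 higher, 1267 lower). A minimum fold of 1.1 left 184 (130 higher, 54 lower, 1 of lola, 27 of retrotransposons), as a stricter hypothesis must. With 1 array left out, counts ran from 246 to 775 features, 170 to 486 higher, 76 to 333 lower, 1 to 2 of lola, 2 to 7 lists and 190 to 2326 dye effects. Without replicates 1 and 3, 429 were higher and 464 lower. Camera with an estimated correlation passed 0 lists and directional fry 1. Odds ratios were 0.871 (second chromosome) and 0.983 (near lola) for fallen genes, which turns the direction, 1.19 for the chromosome with genes averaged (p = 0.0996) and 1.21 for a window of 10 Mb (p = 0.152), Fisher's exact tests that no longer passed. Apart from the minimum fold, the cause was not tested. Signal over background was not held, so its limits are unknown here.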

Other observations

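The genes of this paragraph were chosen after the values were seen. They are single genes and no test of a group, and the fixed list of glycolysis and central carbon metabolism did not shift (camera adjusted p = 0.256). SNF4Agamma, the gamma subunit of the energy sensor AMPK, rose on all 4 of its features, by 0.58, 0.53, 0.40 and 0.61 on the log2 scale (adjusted p from 0.00111 to 0.00264), while alc, its beta subunit, was at -0.08 (adjusted p = 0.466). The lipid regulator gene SREBP rose by 0.62 ± 0.29 (SD, n = 7; adjusted p = 0.00606), the sugar sensor gene Mondo by 0.35 ± 0.09, the trehalose transporter gene Tret1-1 by 0.52 ± 0.19, the fatty acid transport gene Fatp by 0.38 ± 0.07 and the inositol synthesis gene Inos by 0.65 ± 0.32. Max, the partner of Myc, fell on both features, at -0.31 and -0.29.

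Also chosen after the values were seen were the RNA-binding protein genes Syp and Imp and the gene Arc1. They too are single genes and no test of a group, and RNA of whole embryos does not tie their changes to neurons. Syp rose by 0.77 ± 0.35 (adjusted p = 0.00445), and Imp fell on 2 of its 3 features, at -0.38 (adjusted p = 0.00305) and -0.26 (adjusted p = 0.0227), with -0.14 on the third (adjusted p = 0.288). These RNA-binding proteins are known as markers of late and early neuroblasts, and a change in neuroblasts was not tested here. Arc1, a capsid-like gene of synapses, rose by 1.12 ± 0.27 (adjusted p = 0.000356), and its neighbour Arc2 was at -0.11 (adjusted p = 0.446).

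Of the tests that follow, both were written before their result was seen, and the label of the odds ratio was made stricter after it. Risen genes near lola were weighed as chance placement against variants linked to the mutant allele. Shifting the calls along the gene order 10000 times gave as many risen genes within 5 Mb of lola in 0.068 of the shifts. The count was 43, against 25.8 on average over the shifts and 49 at most, and for all called genes the share was 0.0828. Short shifts, whose windows overlap the real one, were among them, so the shifted windows were not separate from it. This share cannot decide whether neighbours that move together gave the number by chance. Within the second chromosome, the odds ratio of risen genes near lola was 1.48 (95% interval 0.995 to 2.19; Fisher's exact p = 0.0494, or 0.0523 with the 55 clones kept), so linked variants cannot be told from an effect of Lola. The mutant chromosomes were made by recombination with the lola allele, which parts of them differ from the control is not known here, and the question stays open.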
